A study of Mus musculus with 965 samples. Its data were reported in "DNMT3B supports meso-endoderm differentiation from mouse embryonic stem cells" (2023).

How the data were processed

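Single-cell RNA-seq of mouse embryoid bodies was analysed. Embryoid bodies (EBs) are 3-dimensional aggregates that embryonic stem cells (ESCs) form without leukemia inhibitory factor, and in which the germ layers arise. The labels gave 965 cells of 3 genotypes: WT (wild type), 3AKO (homozygous Dnmt3a knockout) and 3BKO (homozygous Dnmt3b knockout), taken at days 3, 6 and 8. WT was 1 culture, 3AKO the clones 3A2 and 3A38, and 3BKO the clones 3B126 and 3B77. Clone 3A2 had no day 8 cells among the samples used here. The 14 combinations of clone and day were each 1 sorted plate, except WT at day 8, which joined plates C343 and C344. The labels also gave 3 batches. Batch 1 held all 3AKO cells, batch 2 WT and 3B126, and batch 3 only 3B77, so that batch and genotype could not be told apart except between 3B126 and WT. Titles of 8 day 8 cells carried the suffix NPM, whose meaning was not given in the sources used here.

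The deposited table held raw read counts per gene and cell, made by the authors. Per the study's methods, single live cells were sorted into wells and amplified by a modified Smart-seq2 protocol, which copies full-length polyadenylated RNA without molecular identifiers, so that PCR copies are counted as reads. Per the same source and the submitters' processing notes, the authors used FastQC 0.11.2, Trim Galore 0.5.0, STAR 2.7.1a with the mm10/GRCm38 genome, and featureCounts 1.6.1 on exons summed by gene name with a GENCODE annotation. Reads that mapped to several places were left out, which lowers the counts of genes with near-identical copies. The strand setting was not given in the sources used here, so reads of overlapping antisense genes cannot be separated. The authors kept cells with at least 50000 assigned reads and 2000 detected genes and at most 50% mitochondrial reads. All 965 cells of the table met these limits, and no column lacked a sample. The table held 36849 genes, 35661 of them with at least 1 read. For 12104 genes, reads were present in some batches and absent from at least 1, as in tables of single batches joined with missing genes set to 0. Such a gene was seen in at most 51 cells of any batch.

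Cells are not replicates, so the clone was taken as the replicate, and raw counts were summed per clone and day. The sums held between 9810248 and 44529830 reads. Genes were filtered with filterByExpr, which left 24083, and the sums were scaled with TMM factors of 0.574 to 1.43. Levels are given as CPM, counts scaled by the library total and its TMM factor, except where plain CPM per plate are named. The main test was edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation, then glmQLFTest) on 9 genotype-by-day means over the 14 sums, with 5 residual degrees of freedom and a median of 10.9 prior degrees of freedom. Its common dispersion was 0.932. WT has 1 sum per day and was assumed to vary like the knockout clones, as was 3AKO at day 8. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are given with their standard errors (SE). Day contrasts averaged the day difference over the 3 genotypes. A last contrast compared the change from day 3 to day 8 between 3BKO and WT. The clones are independent lines, and each day's cells of a clone came from 1 pool of EBs. The p-values thus measure the spread between knockout clones and not between repeat cultures of a clone. That spread includes differences between plates and, for 3B126 and 3B77, between batches, and WT adds nothing to it.

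A total of 26 gene lists was fixed before the data were examined, for cell types of the early embryo, for signalling and cell cycle programmes, and for genes known to depend on DNA methylation. Each was tested in each of 12 contrasts (312 tests) with camera and fry of limma 3.58.1 on log-CPM of the same design, and adjusted over the lists within a contrast. Camera compares a list with all other genes and was run with its preset inter-gene correlation of 0.01. It was run again with the correlation estimated from the data, with which 1 of the 73 calls held. That loss cannot be put down to correlation alone. Definitive endoderm had an estimated correlation of 0.00222, below the preset value. Its unadjusted camera p for 3AKO against WT at day 6 still went from 1.23e-06 to 0.00393. What else differs between the runs was not tested. Fry tests whether the genes of a list move, on balance, one way. The list meant for feeder fibroblasts shares 2 of its 10 genes, Col1a1 and Col3a1, with the mesenchyme list. List levels per sum are means of log2(CPM + 5) over the genes of a list.

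Cells were clustered in the main after the study's methods with Seurat 5.3.0, using log-normalised counts, 2000 variable genes, integration over the 3 batches (k.score 40, k.weight 20), 8 principal components and Louvain resolution 0.8. The study's methods also name a regression on batch and mitochondrial share in scaling, which was left out here and run only as an alternative without integration, where 90.1% of the 3B77 cells of day 6 stayed unnamed. Markers were fixed beforehand. The rule that turned them into names was set after the clusters were seen. A marker was raised in a cluster if at least 10% of its cells had a read and its log2 fold over the other cells, with 10 CPM added, was at least 1. A cluster took the class with most raised markers, if there were at least 3 and no other class had more markers among its top 10 genes. The epiblast-like class was fixed as naive pluripotency and epiblast markers together. The 9 clusters fell into epiblast-like, meso-endoderm-like and ectoderm-like classes. These names were rebuilt here and are not the study's own. No doublet caller was run, since cells were sorted 1 per well. Shares per library carry exact Clopper-Pearson 95% intervals. A share of 0 carries the limit that 3 cells of the total would give, while tests between shares used the bounds of the exact intervals, which lie above that limit. Reads without molecular identifiers are not independent molecules, so intervals and limits cover counting error only. Shares were compared between the 3BKO clones and the other clones by exact 2-sided permutation tests over clones, which cannot go below p = 0.1 at days 3 and 6 (10 splits) or 0.333 at day 8 (6 splits). For shares of cells with a marker, cells were thinned to 50000 reads each, no cell being shallower, and counted from 3 reads.

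Named genes followed a rule fixed before the data were examined. It took Dnmt3a and Dnmt3b, 19 markers named by the study, the 8 called genes per direction and comparison with the largest log2 fold change (mean of at least 20 CPM in the higher group, same direction in every clone, no predicted genes or pseudogenes), and up to 3 called genes per list. Other genes named below, which are leading genes of clusters, genes called over a list alone, Tgfb2, Fgf10 at day 6, Xist, Y-linked genes and the genes compared between day 8 plates, were chosen after their values were seen. A cell was taken as Y-positive with at least 3 reads of Ddx3y, Eif2s3y, Uty and Kdm5d together. Coordinates are from GRCm38 with the GENCODE vM21 annotation, which is not the release the authors counted with.

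Alternatives fixed beforehand were RLE factors, no filter on low counts, DESeq2 1.42.0, cells thinned to 50000 reads, a stricter cell filter (100000 reads, 4000 genes, 20% mitochondrial reads, met by 418 cells), removal of NPM cells or of mitochondrial and rRNA-like genes, each clone left out, WT at day 8 from plate C344 only for gene counts, batch 2 only, other clustering settings, and the clone as a replicate block. Clones are separate cell lines that recur over days, so the sums are paired by clone. Deviations of same-clone sums from their group means correlated across genes by 0.0615 (3BKO, days 3 and 6), 0.0295 (3BKO, days 3 and 8), −0.000718 (3BKO, days 6 and 8) and 0.155 (3AKO, days 3 and 6). The block was fitted as a clone term in edgeR for day contrasts and by limma-voom with duplicateCorrelation (correlation −0.00572) for genotypes. Further alternatives, with single day 8 or day 3 libraries left out, were chosen after seeing the data, as were each plate of WT day 8 for the shares, both day 6 shares as results and the block in list tests.

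The tests were checked on simulated counts drawn from the real means and library sizes, with a trended spread. For 3BKO against WT at day 8 (22122 genes run), edgeR recovered 0 of 100 genes changed 4-fold and 0 of 100 changed 16-fold. DESeq2 recovered 7 and 47, and 156 of its 210 calls were false. For day 8 against day 3 (22110 genes run), edgeR recovered 16 and 95 of 100, with 2 false calls among 113, and DESeq2 42 and 100, with 237 false calls among 379. With a spread drawn gene by gene, edgeR recovered 1 and 6 of 100 for 3BKO against WT at day 8 (22206 genes run), with 5 false calls among 12, and 23 and 94 for day 8 against day 3 (22179 genes run), with 41 false among 158. DESeq2 then recovered 11 and 57, with 206 false among 274, and 45 and 98, with 242 false among 385. Figures and summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.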

Results

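To follow how the loss of either de novo DNA methyltransferase bears on the differentiation of EBs, single cells were profiled by full-length RNA-seq at days 3, 6 and 8. The 965 cells comprised 363 of 3AKO, 372 of 3BKO and 230 of WT, with 365 cells at day 3, 348 at day 6 and 252 at day 8. A cell held between 50096 and 3442378 reads, with medians of 255315 reads, 5841 detected genes and 17.5% mitochondrial reads. The number of detected genes was uneven. Its median was 3713 in clone 3B126 at day 3, 3793.5 in clone 3A38 at day 8, 3647 in the library labelled 3B77 day 8 and 3566 on WT plate C343 at day 8, against 5096 to 7203 in all other plates. Summed per clone and day, the smallest library was 3B77 at day 8 (9810248 reads, 40 cells) and the largest 3A38 at day 8 (44529830 reads, 72 cells).

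The targeted transcripts were examined first. Dnmt3a (chromosome 12, 3806007 to 3914443, plus strand) was at 22.4 and 12.9 CPM in the 3AKO clones 3A2 and 3A38 at day 3, against 224, 133 and 166 CPM in 3B126, 3B77 and WT. The same clones had 3.61 and 2.18 CPM at day 6, against 17.95 to 24.5 CPM in the other clones, and 3A38 had 1.10 CPM at day 8, against 19.8 to 36.4 CPM. The log2 fold change of 3AKO over WT was −3.23 ± 0.83 (SE) at day 3, −3.08 ± 0.83 at day 6 and −5.04 ± 1.18 at day 8, in every 3AKO clone, with edgeR adjusted p = 0.506, 1 and 0.701. Dnmt3b (chromosome 2, 153649450 to 153687730, plus strand) was at 31.1 and 30.6 CPM in the 3BKO clones 3B126 and 3B77 at day 3, against 228, 283 and 334.2 CPM in 3A2, 3A38 and WT. Its log2 fold change of 3BKO over WT at day 3 was −3.44 ± 1.08 (SE, edgeR adjusted p = 1), lower in both clones. Both genes lay on the side their labels name in all libraries of day 3. At day 6 Dnmt3b no longer separated the genotypes, with 47.4 and 9.52 CPM in 3B126 and 3B77, 67.4 and 8.29 CPM in 3A2 and 3A38 and 69.95 CPM in WT. At day 8 it was at 0.801 to 4.65 CPM in all 4 clones, so that it could not check the 3BKO and WT labels of that day. Counts cover whole genes. Which part of either gene was deleted is not given in the sources used here, and reads outside a deleted part would not be lost.

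**Figure D1:**
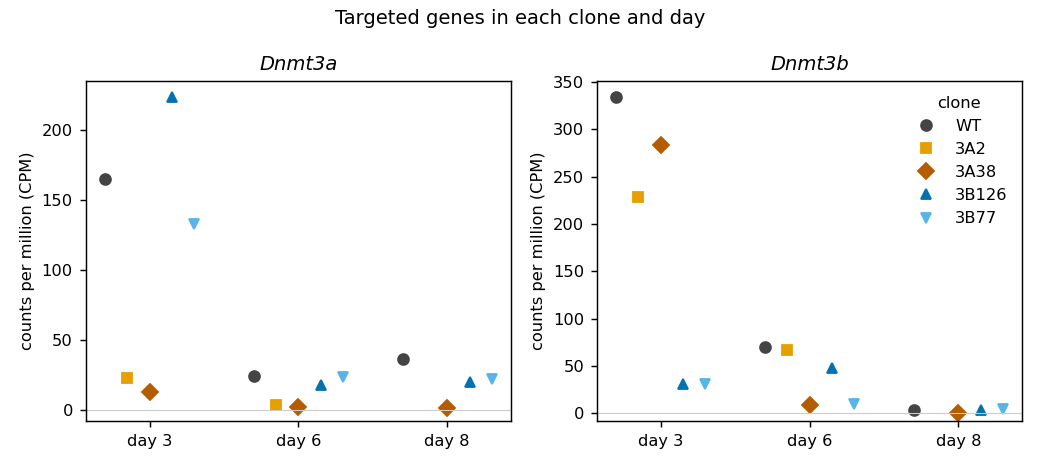
TMM-scaled CPM (y axis, linear scale) of Dnmt3a and Dnmt3b in each clone at days 3, 6 and 8 (x axis), 1 point per clone and day without error bars. Dnmt3a was lowest in the 3AKO clones at every day (1.10 CPM in 3A38 at day 8), and Dnmt3b was at 31.1 and 30.6 CPM in the 3BKO clones at day 3 against 228 to 334.2 CPM in the others.

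Between day 3 and day 6, 9 genes rose in all clones. Levels rose for Fam181b from a mean of 0.0582 CPM (SD 0.0974, n = 5) to 122 CPM (SD 111, n = 5), for Pdgfra (chromosome 5, 75152292 to 75198215, plus strand), a growth factor receptor of mesoderm, from 0.293 (SD 0.489) to 14.8 CPM (SD 12.8), and for Rspo3, which enhances Wnt signalling, from 0.230 (SD 0.269) to 28.2 CPM (SD 17.9). The cadherin Cdh11 rose from 0.964 (SD 0.693) to 39.7 CPM (SD 32.2) and the guidance cue Sema3a from 0.251 (SD 0.264) to 20.7 CPM (SD 11.3). Asb4, Zfhx4, Tgfb2 and Fgf10 were the other genes that edgeR called, and all 9 were higher in 5 of 5 clones. Their adjusted p ran from 0.000339 for Fam181b to 0.0424 for Tgfb2 and Fgf10. Several known markers did not pass. Lefty1, a Nodal antagonist of the epiblast, had a mean of 191 CPM (SD 145) at day 3 and 9.49 CPM (SD 10.6) at day 6 (log2 fold change −4.39 ± 1.36, lower in 5 of 5 clones, edgeR adjusted p = 0.284). Kdr, a receptor of blood and vessel progenitors, had 1.25 CPM (SD 1.24) and 31.5 CPM (SD 31.8), with a log2 fold change of 4.41 ± 1.27, higher in 4 of 5 clones and edgeR adjusted p = 0.241.

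At the level of gene lists, camera called 20 of 26 between days 3 and 6. All 20 genes of the later mesoderm and mesenchyme list were higher at day 6 (adjusted p = 6.54e-07), as were all 18 of the primitive streak and nascent mesoderm list (adjusted p = 2.70e-05) and all 16 of the endothelium and blood list (adjusted p = 8.87e-06). These are averages over genotypes, and the mean log2(CPM + 5) of the endothelium and blood list went from 2.34 to 2.37 in 3B126 and from 2.40 to 2.41 in 3B77, against 2.52 to 4.61 in WT, 2.61 to 3.36 in 3A2 and 2.43 to 6.44 in 3A38. The Bmp response list (11 of 12 genes higher, adjusted p = 3.15e-05), the hypoxia and glycolysis list (14 of 15, adjusted p = 2.70e-05) and the Hox genes (24 of 27, adjusted p = 0.000264) moved the same way. Of the epiblast genes 0 of 12 were higher (adjusted p = 8.96e-05, called lower), while 3 of 25 germline genes (adjusted p = 2.70e-05) and 1 of 8 genes of the de novo and maintenance methylation machinery (adjusted p = 0.00277) were higher, both lists being called lower. The fibroblast contamination list was higher beside them in 8 of 10 genes (adjusted p = 0.0361, or adjusted p = 0.525 with an estimated correlation), a call lost without 3A2 (camera adjusted p = 0.0692), 3A38 (0.151) or WT (0.171). None of the 20 calls held with an estimated correlation, where the lowest adjusted p was 0.177. Fry called 8 of the 20 lists. Adjusted over the list alone, 8 later mesoderm and mesenchyme genes rose, among them Hand1, Hand2, Bmp4 and Twist1, and 8 Bmp response genes, among them Id1 to Id4. The count of called genes depended on single clones. It was 556 without 3A2, 140 without 3A38, 474 without 3B77 and 1 without 3B126, 23 with the clone as a replicate block, and 1428 by DESeq2. The methylation machinery list was lost without 3B77 (camera adjusted p = 0.0605).

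By day 8 transcripts of Dnmt3b, Dnmt3a and Pim2 had fallen, and those of Pdgfra, Cdh11 and Fgf10 had risen. The calls come from the fit without pairing by clone. With the clone as a replicate block, 25 of the 39 called results of named genes over all contrasts held and 14 did not. Dnmt3b fell from a mean of 181 CPM (SD 143, n = 5) at day 3 to 3.05 CPM (SD 1.62, n = 4) at day 8, a log2 fold change of −5.96 ± 0.87 (edgeR adjusted p = 0.0086), and Dnmt3a by −3.09 ± 0.57 (adjusted p = 0.0220), both in 4 of 4 clones. Pim2, a kinase of the epiblast list, fell from 29.5 (SD 22.2) to 0.355 CPM (SD 0.267), and Kif11, a mitotic kinesin, from 262 (SD 113) to 49.4 CPM (SD 31.3). Pdgfra reached 92.7 CPM (SD 72.6), Cdh11 123 CPM (SD 76.6) and the limb and lung growth factor Fgf10 55.6 CPM (SD 36.7). Among list members called, the mesodermal transcription factors Hand2 and Foxc2 rose from 0.0121 (SD 0.0167) and 0 CPM to 18.6 (SD 17.9) and 23.04 CPM (SD 28.2), in 4 of 4 clones. The Bmp targets Id2 and Id3 rose from 76.1 (SD 36.3) and 22.3 (SD 8.01) to 509 (SD 268) and 255 CPM (SD 162), and the imprinted gene Mest from 58.2 (SD 51.4) to 217 CPM (SD 97.0).

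In all, edgeR called 161 genes higher and 37 lower at day 8. The largest rises by the naming rule also held Kif26b, Dnm3os, Cyp26b1, Bnc1 and Asb4, and the falls Tal2, Shc4, Map7d3, Car4, Prrg4 and Snora3, with adjusted p of 0.00617 (Asb4) to 0.04996 (Car4). The neuronal gene Map2 was called with 3 of 4 clones higher, and most of its mean of 301 CPM (SD 576) at day 8 came from 3A38 (1165 CPM). Camera called 18 of 26 lists, among them the later mesoderm and mesenchyme list (19 of 20 genes higher, adjusted p = 2.59e-07), neuroectoderm (16 of 23 higher, adjusted p = 0.00942), imprinted genes (20 of 26 higher, adjusted p = 0.00577), and, called lower, epiblast (0 of 12 higher, adjusted p = 3.54e-06) and G2 and M phase (2 of 18 higher, adjusted p = 0.000161). With an estimated correlation none held (lowest adjusted p = 0.260), and fry called 11. The fibroblast contamination list was higher in 9 of 10 genes beside them (camera adjusted p = 0.00208, 0.342 as adjusted p with an estimated correlation). The mean log2(CPM + 5) of the neuroectoderm list was 3.31 in 3B77 at day 3 and 2.67 in the library labelled 3B77 day 8. The call of neuroectoderm was lost without 3A38 (camera adjusted p = 0.174) or 3B126 (0.392). Called genes numbered 1051, 347, 671 and 108 without 3A2, 3B126, 3B77 and WT, 218 higher and 116 lower without 3A38, 1 without the sum of 3A38 at day 8 alone, and 796 without the library labelled 3B77 day 8 and plate C344. DESeq2 called 2736.

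Clustering divided the cells into 9 clusters. Clusters 0, 1 and 2 were epiblast-like. Ectoderm-like cells formed cluster 3, where Pax3 and Pou3f3 stood beside predicted genes of repeats (Gm10801, Gm10800), cluster 5, led by the retinoic acid binding protein genes Crabp1 and Crabp2 and by Fabp7, and cluster 7, led by the neuronal genes Nefl, Map2 and Dcx. Meso-endoderm-like cells formed cluster 4 with endothelial genes (Emcn, Kdr, Cdh5), cluster 6 with mesenchymal genes (Col3a1, Lum, Postn) and cluster 8 with genes of primitive blood (Hbb-bh1, Hba-x). At day 3, at least 93.2% of the cells of each clone were epiblast-like. Dnmt3b was among the leading genes of cluster 0, so differences in the size of the epiblast-like class are not read as effects of genotype. At day 6 that class held 72.4% of 3B126, 18.3% of 3B77, 25.4% of WT, 75% of 3A2 and 1.39% of 3A38.

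At day 6 meso-endoderm-like cells were nearly absent from both 3BKO clones and present in all other clones. They made up 0 of 58 cells of 3B126, which allows a share of up to 5.17%, and 4 of 71 cells of 3B77 (5.63%, 95% interval 1.56 to 13.8). WT held 27 of 67 (40.3%, 28.5 to 52.996), 3A2 19 of 80 (23.8%, 14.9 to 34.6) and 3A38 47 of 72 (65.3%, 53.1 to 76.1). The mean was 2.82% (SD 3.98, n = 2 clones) in 3BKO and 43.1% (SD 20.9, n = 3) in the others, a difference of −40.3 percentage points (exact permutation p = 0.2, where 0.1 is the smallest possible). Within batch 2, WT lay 40.3 percentage points above 3B126, and batches 1 and 3 held 1 genotype each. The kind of meso-endoderm-like cell differed between clones. Of these cells, 18 of 19 in 3A2 lay in the endothelial cluster 4. In 3A38 23, 7 and 17 cells lay in the endothelial, mesenchymal and blood clusters, and in WT 16, 10 and 1. Ectoderm-like cells made up 27.6% (16.7 to 40.9) of 3B126 and 76.1% (64.5 to 85.4) of 3B77, against 34.3% (23.2 to 46.9) of WT, 1.25% (0.0316 to 6.77) of 3A2 and 33.3% (22.7 to 45.4) of 3A38 (difference of means 28.9 percentage points, exact permutation p = 0.4). The class lay in different clusters by clone, with 16, 0 and 0 cells of 3B126 in clusters 3, 5 and 7, 28, 17 and 9 of 3B77, 17, 4 and 2 of WT and 1, 23 and 0 of 3A38. These shares depended on the clustering, and over the settings tried ran from 0% to 91.7% in 3B126 (91.7% of 12 cells under the stricter filter) and from 1.41% to 78.9% in 3B77. The difference turned to −10.5 percentage points without batch correction, and was 53.1 without 3B126 and 4.62 without 3B77.

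At day 8 the shares of the 2 clones of 3BKO lay on both sides of those of WT and 3A38. Meso-endoderm-like cells made up 9 of 51 cells of 3B126 (17.6%, 8.40 to 30.9), all in the endothelial cluster, and 38 of 40 cells of the library labelled 3B77 day 8 (95%, 83.1 to 99.4), mainly in the mesenchymal (23) and blood (11) clusters. The share was 29.2% (19.05 to 41.1) in 3A38, all 21 cells in the mesenchymal cluster, and 44.9% (34.4 to 55.9) in WT. Lum and Postn, among the leading genes of the mesenchymal cluster, are also on the fibroblast contamination list. The mean log2(CPM + 5) of that list was 7.47 in the library labelled 3B77 day 8, 6.03 in WT, 5.21 in 3A38 and 2.92 in 3B126. At day 3 it was at 2.61 to 2.87 in every clone, which argues against fibroblasts carried over from the ESC culture. The study's culture methods name no feeder layer. The difference of the 3BKO mean from the other clones was 19.3 percentage points (exact permutation p = 1, smallest possible 0.333). It was −19.4 without 3B77 and 57.9 without 3B126. Both plates labelled WT day 8 differed as well. On C343 21 of 21 cells were meso-endoderm-like (100%, 83.9 to 100), and on C344 19 of 68 (27.9%, 17.7 to 40.1). Ectoderm-like shares were 62.7% (48.1 to 75.9) in 3B126, 5.00% (0.611 to 16.9) in the library labelled 3B77 day 8, 61.1% (48.9 to 72.4) in 3A38 and 28.1% (19.07 to 38.6) in WT. Of these cells, clusters 3, 5 and 7 held 10, 18 and 4 in 3B126, 22, 5 and 17 in 3A38 and 1, 18 and 6 in WT. Their difference was −10.7 percentage points (exact permutation p = 1), and 18.1 without 3B77.

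**Figure D2:**
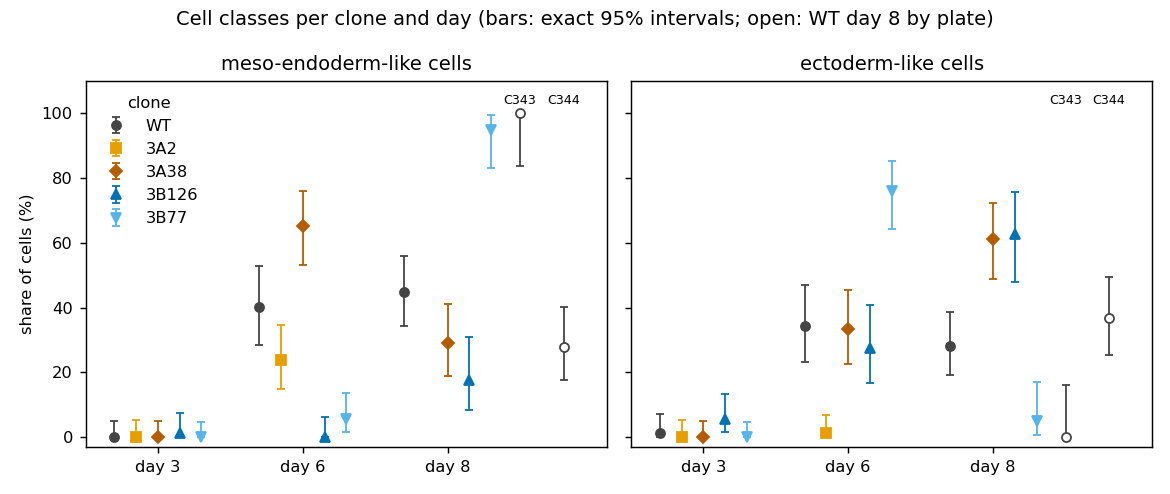
Percent of cells (y axis) that were meso-endoderm-like or ectoderm-like in each clone and day (x axis), with bars for exact 95% intervals of counting error and open points for the plates of WT day 8. At day 6 meso-endoderm-like cells made up 0% of 3B126 and 5.63% of 3B77 against 23.8 to 65.3% of the other clones.

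The libraries of day 8 also differed in Y-linked transcripts, which were seen in 59 of 141 WT cells at days 3 and 6 (41.8%, 33.6 to 50.4) but in 0 of 150 cells of 3B77 at days 3 and 6, which allows a share of up to 2.00%, and in 0 of 182 cells of 3B126 over all days (up to 1.65%). In the library labelled 3B77 day 8, 11 of 40 cells were Y-positive (27.5%, 14.6 to 43.9). On WT plate C344 0 of 68 were (up to 4.41%), and on C343 3 of 21 (14.3%, 3.05 to 36.3). In plain CPM, the library labelled 3B77 day 8 and plate C343 had 897 and 518 of the mesenchymal gene Lum and 12607 and 14616 of the embryonic globin Hbb-bh1, against 0 and 593 on C344. Plate C344 had 423 CPM of Tubb3 and 8104 CPM of Crabp1, against 0.102 and 8.87 CPM in the library labelled 3B77 day 8 and 0 and 7.82 CPM on C343. Every direction given for 3B77 or WT at day 8 rests on these labels.

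**Figure D3:**
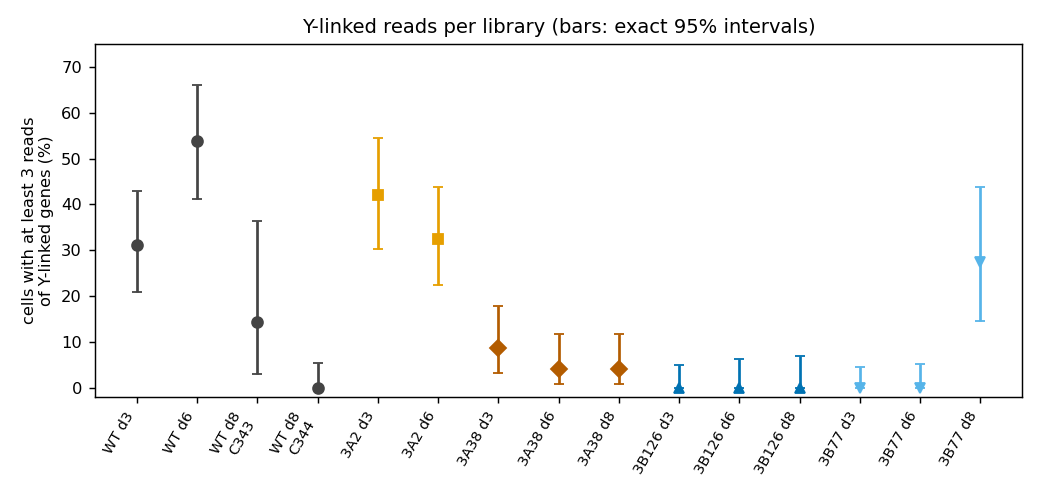
Percent of cells with at least 3 reads of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d (y axis) in each clone and day (x axis), with WT day 8 per plate and bars for exact 95% intervals of counting error. The library labelled 3B77 day 8 stood at 27.5%, against 0 of 150 cells of that clone at days 3 and 6, and WT plate C344 at 0%.

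3BKO was compared with WT to ask how loss of Dnmt3b bears on germ layer genes. At day 6, Kdr, Gata6 and Sox17 were lower in both 3BKO clones than in WT. Kdr (chromosome 5, 75932827 to 75978458, minus strand) was at 3.47 and 0.872 CPM in 3B126 and 3B77 against 67.99 CPM in WT and 23.3 and 61.7 CPM in the 3AKO clones. The endoderm regulator Gata6 (chromosome 18, 11052064 to 11085635, plus strand) was at 0 and 1.31 CPM against 29.6 CPM in WT and 6.10 and 8.79 CPM in 3AKO, and Sox17 (chromosome 1, 4490931 to 4497354, minus strand) at 0 in both clones against 18.2 CPM in WT and 2.48 and 1.87 CPM in 3AKO. Of the ectoderm path, some genes were higher in both clones than in WT, Otx2 (chromosome 14, 48657677 to 48673819, minus strand) at 209 and 92.7 CPM against 67.3 CPM in WT, and Tubb3 (chromosome 8, 123411424 to 123422015, plus strand) at 114 and 118 against 63.7 CPM. The study names Otx2 both as an early ectodermal and as a primed pluripotency marker. Since 72.4% of 3B126 cells were epiblast-like at day 6, the Otx2 level of that clone cannot be put down to ectoderm. Sox1 was at 48.1 and 16.3 against 16.2 CPM, and others lay on both sides of WT, with Sox2 at 79.9 and 20.4 against 42.2 CPM and Hes3 at 0.717 and 7.31 against 3.93 CPM. The mesoderm gene T was at 27.8 and 10.5 CPM against 49.3 CPM in WT and 27.2 and 0.216 CPM in 3A2 and 3A38. None of these differences passed the test over all genes. The log2 fold change was −4.97 ± 1.89 for Kdr, −5.48 ± 2.35 for Gata6 and 1.16 ± 1.98 for Otx2 (SE, each with edgeR adjusted p = 1). EdgeR called 0 of 24083 genes, with 448 at an unadjusted p under 0.05, and DESeq2 called 68. The edgeR count was 53 without 3A2 and 4 without 3A38. Limma-voom with the clone as a replicate block called 9, where tool and block changed together. Batch 2 holds 1 line per genotype. An edgeR fit of 3B126 against WT there, with the 3 days of each line in place of replicates, called 0 of 16415 genes, with 992 at an unadjusted p under 0.05, and DESeq2 was not run on it. That fit compares the lines over the 3 days together, so it does not test a difference of day 6 alone.

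Gene lists moved together at day 6, with 12 of 26 called by camera. The endothelium and blood list was higher in 0 of its 16 genes (adjusted p = 1.49e-10, or adjusted p = 0.334 with an estimated correlation), and definitive endoderm in 0 of 12 (adjusted p = 2.00e-10), the only call of the 73 in all contrasts that held with an estimated correlation (adjusted p = 0.0235). With an estimated correlation, 0 calls were made in any contrast without 3A2, 3A38, 3B126 or 3B77 or with cells thinned. Without the library labelled 3B77 day 8 there were 2 (definitive endoderm and extraembryonic endoderm, adjusted p = 0.0379 each). Fry also called definitive endoderm (adjusted p = 0.0198) and extraembryonic endoderm (adjusted p = 0.0201), which was higher in 2 of 17 genes by camera (adjusted p = 1.15e-08, or adjusted p = 0.0934 with an estimated correlation). Also lower were later mesoderm and mesenchyme (3 of 20 higher, camera adjusted p = 1.96e-05, or adjusted p = 0.334 with an estimated correlation), primitive streak and nascent mesoderm (3 of 18 higher, 0.00937, or adjusted p = 0.443 estimated), Bmp response (0 of 12 higher, 0.00161, or adjusted p = 0.334 estimated) and imprinted genes (6 of 26 higher, 0.00246, or adjusted p = 0.334 estimated). The fibroblast contamination list, of genes such as Lum and Postn, was lower beside them (1 of 10 higher, camera adjusted p = 0.000226, or adjusted p = 0.443 with an estimated correlation). Adjusted over the list alone, Cdh5, Tek, Tal1, Gata2, Sox17, Foxa2, Apoa1, Apob, Sox7, Foxc2 and the Notch response gene Hey2 passed, all lower. Within batch 2, the mean log2(CPM + 5) of 3B126 lay below that of WT by −2.24 for endothelium and blood and −1.77 for definitive endoderm, and that of 3B77, in batch 3, by −2.19 and −1.71. For definitive endoderm the single WT library stood above every knockout clone, with a mean log2(CPM + 5) of 4.32 against 2.90 and 3.25 in 3A2 and 3A38 and 2.55 and 2.61 in 3B126 and 3B77. For extraembryonic endoderm it was at 4.44 against 3.20 to 3.62, and for imprinted genes at 5.85 against 4.80 to 5.02 in the knockout clones. WT also lay above every knockout clone for Bmp response (4.73 against 3.82 to 4.56) and primitive streak and nascent mesoderm (3.51 against 2.76 to 3.15). The same held for Notch response (3.51 against 2.93 to 3.20) and fibroblast contamination (4.67 against 2.68 to 3.84). WT lay below every knockout clone for germline genes (2.54 against 2.66 to 3.67) and G2 and M phase (6.51 against 6.70 to 7.10). Clone 3A38 lay above WT for endothelium and blood and for later mesoderm and mesenchyme.

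The germline genes, known to be silenced by promoter methylation, were higher in 21 of 25 members (camera adjusted p = 0.0212, or adjusted p = 0.657 with an estimated correlation), a call that was lost without 3B126 (camera adjusted p = 0.132), without 3B77 (0.200) or with cells thinned to 50000 reads (0.0937). The remaining calls were Notch response (1 of 10 higher, camera adjusted p = 0.0269, or adjusted p = 0.334 estimated, and 0.359 without 3B126), Hox genes (9 of 27 higher, 0.0344, or adjusted p = 0.698 estimated, and 0.708 without 3B77) and G2 and M phase (13 of 18 higher, 0.0474, or adjusted p = 0.334 estimated). The last was also lost without 3A38 (0.0717), without 3B126 (0.495) or without the library labelled 3B77 day 8 (0.0601), and both Hox genes and G2 and M phase with the clone as a replicate block (0.0880 each) or with cells thinned (0.105 and 0.112).

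**Figure D4:**
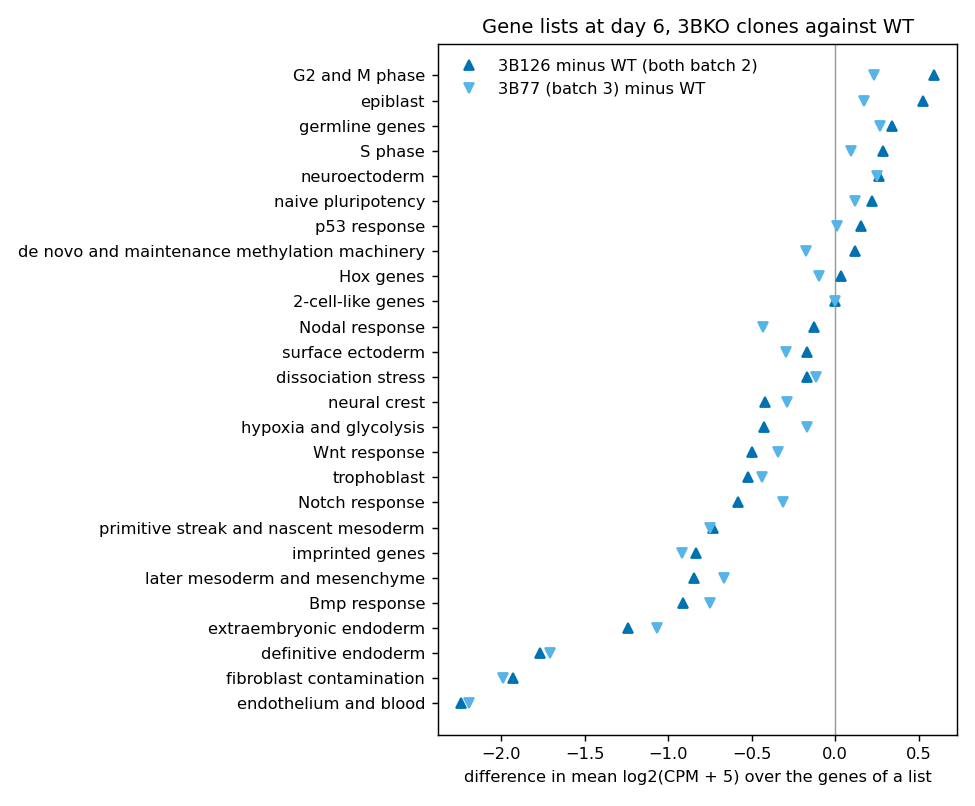
Difference from WT in mean log2(CPM + 5) over the genes of each list at day 6 (x axis), by list (y axis), with 1 point each for 3B126 and 3B77 and no error bars. Both clones lay below the single WT library for endothelium and blood (−2.24 and −2.19) and definitive endoderm (−1.77 and −1.71).

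Shares of cells with at least 3 reads of a marker, after thinning, gave 6 of 36 combinations of gene and day in which both 3BKO clones lay outside all other clones, where chance gives 20% (days 3 and 6) or 33.3% (day 8). At day 6 the means over clones were 0.862% (SD 1.22, n = 2) against 19.13% (SD 8.01, n = 3) for Kdr, 0.704% (SD 0.996) against 11.4% (SD 6.70) for Gata6 and 0% against 3.83% (SD 3.24) for Sox17, each with exact permutation p = 0.2. The Sox17 counts of 0 allow shares of up to 5.17% in 3B126 and 4.23% in 3B77. These limits lie above 3A2 (1.25%) and 3A38 (2.78%) and below WT (7.46%). For Gata6, 3B126 also had 0 cells (up to 5.17%), against 3.75% in 3A2. Otx2 stood at 56.9% (SD 4.83) against 15.6% (SD 12.6) and Tubb3 at 67.7% (SD 7.90) against 23.8% (SD 8.92), each with exact permutation p = 0.1, the smallest possible. T was at 5.56% (SD 1.89) against 4.15% (SD 3.803, exact permutation p = 0.9). At day 3 Tubb3 was at 47.97% (SD 1.97) against 33.8% (SD 3.84, exact permutation p = 0.1), which was lost without thinning (67.12% in 3B126 and 87.3% in 3B77 against 67.14 to 68.9%). All 36 adjusted p were 1. Without thinning the count was 10.

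**Figure D5:**
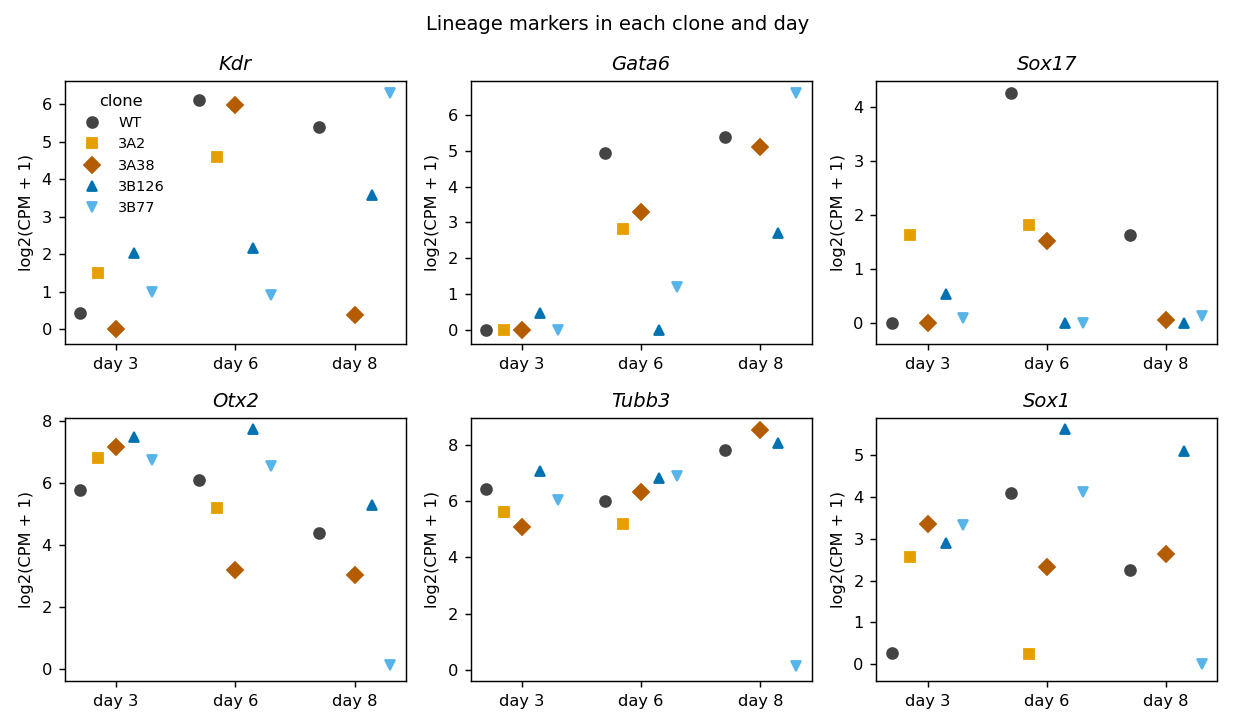
Log2(CPM + 1) (y axis) of Kdr, Gata6, Sox17, Otx2, Tubb3 and Sox1 in each clone at days 3, 6 and 8 (x axis), 1 point per clone and day without error bars. At day 6 Kdr was at 3.47 and 0.872 CPM in 3B126 and 3B77 against 67.99 CPM in WT, and Otx2 at 209 and 92.7 CPM against 67.3 CPM.

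At days 3 and 8, no gene and no list passed the test between 3BKO and WT. EdgeR called 0 genes at day 3 (753 at an unadjusted p under 0.05, 212 by DESeq2) and 0 at day 8 (381 and 18). At day 3 the pluripotency genes Pou5f1 and Nanog were at 16.7 and 37.3 CPM in 3B126 and 86.8 and 42.1 CPM in 3B77, against 19.2 and 42.6 CPM in WT. At day 8 the 3BKO clones lay far apart, with Kdr at 11.01 CPM in 3B126 and 78.2 in the library labelled 3B77 day 8 against 41.2 in WT, Sox2 at 112 and 0 against 17.1 CPM, and Tubb3 at 266 and 0.0861 against 227 CPM. Without the library labelled 3B77 day 8, endothelium and blood (camera adjusted p = 8.41e-08) and fibroblast contamination (1.58e-07) were lower in 3BKO (adjusted p = 0.513 and 0.502 with an estimated correlation). Without 3B126, neuroectoderm (6.95e-06) and epiblast (0.00336) were lower and imprinted genes (0.0111) and fibroblast contamination (0.0111) higher (adjusted p = 0.802 to 0.982 with an estimated correlation), and with the clone as a replicate block the 2-cell-like genes, a list at or near 0 CPM in all sums, were called lower (4.71e-07). The edgeR gene count at day 3 was 14 without 3A2 and 1 without 3A38. At day 8 it was 5 without 3A2, 2 without 3A38 and 8 without the library labelled 3B77 day 8 and plate C344. Limma-voom with the replicate block called 6 genes at day 3 and 1 at day 8, where tool and block changed together. The change from day 3 to day 8 was also compared between 3BKO and WT, and edgeR called 0 genes (525 at an unadjusted p under 0.05, 69 by DESeq2, 6 without 3A2) and camera 0 lists, or 1 with the clone as a replicate block (2-cell-like genes, adjusted p = 0.00112).

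3AKO was compared with WT in the same way. At day 6 the definitive endoderm list was lower (0 of 12 genes higher, camera adjusted p = 3.19e-05, or adjusted p = 0.102 with an estimated correlation), as was extraembryonic endoderm (4 of 17 higher, 0.00164, or adjusted p = 0.540 estimated), with Apoa1 and Apob past the threshold over the list alone. Another 5 lists were called by camera and lost when a clone was left out, namely germline genes, higher in 20 of 25 (0.00164, 0.628 without 3A2), imprinted genes (0.0107, 0.143 without 3A2), primitive streak and nascent mesoderm (0.0137, 0.276 without 3A38), Notch response (0.0202, 0.0973 without 3A2 and 0.0666 without 3A38) and fibroblast contamination (0.0321, 0.245 without 3A2, 0.0788 without 3A38 and 0.111 with the clone as a replicate block). With an estimated correlation their adjusted p was 0.579 to 0.781. At day 8, where 3A38 was the only 3AKO clone, endothelium and blood (1 of 16 genes higher, camera adjusted p = 0.000139, or adjusted p = 0.9002 with an estimated correlation) and G2 and M phase (4 of 18 higher, 0.00424, or adjusted p = 0.647 estimated) were lower and Hox genes higher (20 of 27, 0.0129, or adjusted p = 0.9002 estimated, lost without 3B126 at 0.0790 and without 3B77 at 0.0884). Extraembryonic endoderm was lower at that day (3 of 17 higher, 0.00641, or adjusted p = 0.768 estimated, 0.0790 without 3B126), and 3A38 at day 8 was among the libraries with fewest genes per cell. Kdr stood at 0.304 CPM in 3A38 against 41.2 in WT (log2 fold change −7.06 ± 2.80, edgeR adjusted p = 0.816). EdgeR called 0 genes at days 3, 6 and 8, with 1835, 341 and 1364 at an unadjusted p under 0.05 and 711, 46 and 527 by DESeq2. The counts were 1, 12 and 55 without 3A2, 0 and 5 (days 3 and 6) without 3A38, and 3 at day 3 without 3B77. Limma-voom with the replicate block gave 8, 3 and 120. Since both the tool and the block differ from the main fit, these counts do not show an effect of the block.

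The knockouts were also compared with each other, a comparison in which batch and genotype cannot be told apart. At day 6 the endothelium and blood list was lower in 3BKO than in 3AKO, with 0 of 16 genes higher (camera adjusted p = 1.15e-15, or adjusted p = 0.520 with an estimated correlation), with Cdh5, Tek, Tie1, Tal1, Etv2, Gata1, Gata2, Klf1 and Esam past the threshold over the list alone. Kdr had a log2 fold change of −4.29 ± 1.73 (edgeR adjusted p = 1), and Sox1 of 3.94 and Otx2 of 2.80 were higher in 3BKO in 4 of 4 pairs of clones. Later mesoderm and mesenchyme (3 of 20 higher, camera adjusted p = 0.000104, 0.477 without 3A38) and Hox genes (4 of 27 higher, 0.000104, 0.826 without 3A38 and 0.371 without 3B77) were lower, and neuroectoderm was higher (14 of 23, 0.0336, 0.752 without 3A2, 0.0976 without 3B126 and 0.0809 without 3B77). Definitive endoderm (0.0350) and extraembryonic endoderm (0.0113) were lower and epiblast higher (0.0419), each lost without 3A38 (0.322, 0.188 and 0.977), without 3B126 (0.0607, 0.0739 and 0.211) and without 3B77 (0.280, 0.0809 and 0.127), and definitive endoderm also without 3A2 (0.0566). The epiblast list had a median log2 fold change of −0.02 and a mean of 0.55, the only called list whose median differed in sign from its test. With an estimated correlation the adjusted p of these lists was 0.520 to 0.871.

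At day 8 edgeR called 1 gene between the knockouts, Pde4dip (chromosome 3, 97689824 to 97888707, minus strand), which encodes an anchor protein of the centrosome and Golgi, at 2002 CPM in 3A38 against 13.9 and 10.6 CPM in 3B126 and the library labelled 3B77 day 8 and 8.92 CPM in WT (log2 fold change −7.35 ± 0.98, adjusted p = 0.0319). It was not called without 3B126, 3B77 or WT. Endothelium and blood (15 of 16 genes higher in 3BKO, camera adjusted p = 0.00619) and extraembryonic endoderm (0.0202) were higher and neuroectoderm lower (0.0240), and all 3 calls were lost without the library labelled 3B77 day 8 (0.485, 0.323 and 0.862). G2 and M phase was higher (15 of 18, 0.00334) and Hox genes lower (7 of 27 higher, 0.00619, 0.350 without 3B126). With an estimated correlation their adjusted p was 0.514 to 0.941, and neuroectoderm had 0.0548 with the clone as a replicate block and 0.0804 without 3A2. EdgeR called 0 genes at days 3 and 6 (1363 and 730 at an unadjusted p under 0.05, 424 and 135 by DESeq2) and DESeq2 884 at day 8. The counts at days 3, 6 and 8 were 8, 96 and 264 without 3A2. They were 133 at day 3 without 3B77, and 3 and 2 at days 3 and 6 without 3A38. Limma-voom with the clone as a replicate block gave 3 and 372 at days 6 and 8. Tool and block changed together there, so the rise cannot be put down to the block.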

Values the study reported

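Over its single-cell experiments, the study reported 1451 cells of high quality. Their median number of reads assigned to transcripts was above 250,000.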

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

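The tests of Y-linked reads, of Dnmt3a, of batch, of median genes per cell and of cells with few genes and the counts of other splits were chosen only after the result was seen, while the clone fingerprint and the tests of cells with at least 4000 genes were set before, although the rule that sets the day 6 test of cells with at least 4000 genes aside where it removes few cells was added after. A total of 55 groups of clones of 1 day was examined for a single value far from the others, and 8 had one, where chance gives about 5%.

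The library labelled 3B77 day 8 stood apart from the other clones of its day in its Gata6-positive cells (47.5% against 5.88 to 12.4%) and its Y-positive cells (27.5% against 0 to 4.17%), and 95% of its cells were meso-endoderm-like. WT is pooled over both plates there. Plate C344 had 8.73 plain CPM of Gata6 and plate C343 145.8, against 115.1 in this library. The Y-positive share of C343 was 14.3% (3.05 to 36.3), which overlaps the 14.6 to 43.9 of this library. All cells of C343 were meso-endoderm-like. Few detected genes are argued against as the cause in the library labelled 3B77 day 8, since among its 17 cells with at least 4000 genes the meso-endoderm-like share was 88.2% (63.6 to 98.5). A wrong label stays open and may account for the pattern, since its Y-positive share of 27.5% lay above the exact upper limit of 2.43% of the same clone at days 3 and 6 (0 of 150 cells, 2.00% by the limit of 3 cells). The clone fingerprint went the other way by the bound set beforehand, as 86.96% (66.4 to 97.2) of 23 genes kept the direction that set 3B77 apart on days 3 and 6, against a bound of 60%, and 37.5% (18.8 to 59.4) of the 24 genes that set WT apart pointed the WT way in this library. It is not counted as deciding, because clone 3B126 kept only 41.4% of its own genes, the same 23 genes pointed the 3B77 way on WT plate C344 too (91.3%), and 3B77 is the whole of batch 3, so a wrong label and a change of this clone cannot be told apart. Xist had 0 reads in the library labelled 3B77 day 8, against 126.6 and 77.6 CPM in 3B77 at days 3 and 6. From day 3 to day 8 Xist also went from 738 to 128 CPM in 3B126 and from 566 to 34.2 CPM in WT. In 3A38 it went from 25.3 to 22.5 CPM, so Xist does not decide either.

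Both plates labelled WT day 8 differed, with meso-endoderm-like shares of 100% on C343 and 27.9% on C344. Among cells with at least 4000 genes the difference was 69.8 percentage points, but only 3 cells of C343 had that many, so few detected genes cannot be told apart from other causes. A wrong label of C344 stays open and may account for it, since the exact upper limit of its Y-positive share was 5.28% (4.41% by the limit of 3 cells) against a lower limit of 33.6% for WT at days 3 and 6, and 45.8% (25.6 to 67.2) of the 24 genes that set WT apart pointed the WT way on it, against 75% (53.3 to 90.2) on C343, with intervals that overlap. A loss of the Y chromosome in part of the WT culture was not tested and stays open as well.

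Both 3BKO clones were low in meso-endoderm-like cells at day 6. A swap with WT or 3A2 is argued against by the exact upper limits of the Y-positive share, at most 6.16% in 3BKO, against lower limits of 41.1% and 22.4%, and a swap with 3A38 by Dnmt3a, at 17.95 and 23.4 CPM in 3B126 and 3B77 against 2.18 CPM in 3A38. Few detected genes are argued against in 3B77 by its median of 7203 genes per cell, above the 5751.5 to 6152.5 of the other clones, and in 3B126 by cells of the other clones with no more genes than its median of 5805.5, of which at least 26.8% (14.2 to 42.9, in 3A2) were meso-endoderm-like, while the test on cells with at least 4000 genes (upper limit of 13.8% in 3B77) kept 71 of 71 cells of 3B77 and 55 of 58 of 3B126 and decides nothing. Batch is argued against in 3B126, which lay 40.3 percentage points below WT of the same batch, with intervals that do not overlap, and cannot be told apart from genotype in 3B77 (34.7 below WT), the only clone of batch 3. Loss of Dnmt3b may account for the pattern as a hypothesis that was not tested apart from these, with differences between single plates or clones, whose spread within a batch is not known, and a swap with an outside sample left open. Slower differentiation of 3B126 was not tested and stays open too. Its cells were 72.4% epiblast-like at day 6, and its meso-endoderm-like share was 17.6% at day 8. In 3B77 18.3% were epiblast-like at day 6, and 3A2 held meso-endoderm-like cells with 75% epiblast-like.

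The calls between days were set against other splits of the same sums, in a model of genotype and day whose real counts therefore differ from those of the report. For day 6 against day 3, 1 of 40 splits drawn, the real one, gave as many calls, 19 against at most 2 in the others, so chance can be excluded over all splits drawn, although the report's count was 1 without 3B126. For day 8 against day 3, 2 of 40 splits gave as many, the real one with 145 calls and another with 219. The other set 3B77 at day 3 and 3B126, 3B77 and WT at day 8 against the rest. All 3AKO sums lay on 1 side of it, where the genotype term of the model takes them up. Its 3BKO and WT sums followed the real days except for 3B77 at day 3. It therefore holds much of the day difference itself and cannot decide on chance, which stays open. The split with WT in place of 3B77 at day 3 gave 0 calls. The fit with the clone as a replicate block gave 167 calls. Of the splits that part every pair of same-clone sums, as the real ones do, the highest gave 0 calls among 5 others for day 6 and 0 in 1 other for day 8, too few for a share under 0.05. Splits that keep the pairing by clone therefore cannot decide on chance for either day.

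Further shares apart from the other clones of their day rest on few cells, and those set against 0% lie under what a count of 0 allows in the others, at least 3.75%. Clone 3B126 at day 3 gave them for the meso-endoderm-like share (1.37% against 0%), the ectoderm-like share (5.48% against at most 1.35%) and the Sox17-positive share (1.37% against 0%). Clone 3A38 at day 6 had 2.78% Gata4-positive cells (2 of 72) against 0%, and WT at day 8 2.25% Sox17-positive cells (2 of 89) against 0%. Clone 3B77 at day 6 had a median of 7203 genes per cell against 5751.5 to 6152.5. From day 6 to day 8 the meso-endoderm-like share moved by 17.6 and 89.4 percentage points in the 3BKO clones and by −36.1 in 3A38, a difference of 89.6 that was not tested, and by 4.65 in WT.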

How the results depend on the processing

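Alternatives that leave out single libraries of day 3 or 8 or use plate C343 only, or either plate for shares, were chosen after seeing the data, as were both day 6 shares as results and the replicate block in list tests. Of 289 results of named genes, 39 were called, and none changed sign when called. Under the alternatives 555 values of called genes stayed past the threshold and 147 did not, while 88 values of uncalled genes passed it, 203 moved and 3325 did not. The cause was not tested unless said. The day 6 meso-endoderm-like difference stayed between −27.4 and −52.8 percentage points over the clustering settings. The day 6 ectoderm-like difference of 28.9 was 9.37 with 20 components, 10.6 at resolution 0.4, 13.6 without NPM cells (all of day 8, so through other clusters), −10.5 without batch correction, 54.4 with the stricter filter and 4.62 to 53.1 leaving out a 3BKO clone. With 20 components, 75.9% of 3B126, 28.2% of 3B77 and 26.9% of WT cells of day 6 stayed unnamed, against 0% of each at resolution 0.4. The library labelled 3B77 day 8 had the fewest reads in all (9810248), with a median of 202179 per cell, against 152690 in WT at day 8.

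Counts of called genes are given in the order 3BKO against WT at days 3, 6 and 8, 3AKO against WT, 3BKO against 3AKO, day 6 against 3, day 8 against 3, and the change from day 3 to day 8. Without a filter on low counts, with 35661 genes tested, they were 23, 73, 11, 172, 27, 87, 220, 102, 384, 808, 1555 and 13. DESeq2 gave 212, 68, 18, 711, 46, 527, 424, 135, 884, 1428, 2736 and 69. With the clone as a replicate block they were 6, 9, 1, 8, 3, 120, 0, 3, 372, 23, 167 and 0, and called lists 78 in place of 73. The genotype counts among these are from limma-voom, so tool and block changed together. Their distance from the edgeR counts cannot be put down to the block. The block added naive pluripotency (adjusted p = 0.0352) and S phase (0.0470) for day 6 against 3, extraembryonic endoderm (0.0102), trophoblast (0.0084), Wnt response (0.0318) and dissociation stress (0.0171) for day 8 against 3 and 2-cell-like genes (0.00367) for 3AKO against WT at day 8, and it changed no camera call of a list beyond these and those given in the report. For 3BKO against 3AKO at day 8, RLE factors gave 2, thinned cells 11, the stricter cell filter 122, removal of NPM cells 9, removal of mitochondrial and rRNA-like genes 14, WT from plate C344 only 2, and 2 both without the library labelled 3B77 day 8 and without it and C344. Day 6 against 3 had 5 with RLE factors and 14 thinned. Day 8 against 3 had 509 thinned, 387 with the stricter filter, 787 with C343 only, 796 without 3B77 day 8 and C344, and 1 without 3A38 at day 8. The stricter filter gave 1 for 3BKO against WT at day 8, and 1 and 9 for 3AKO against WT at days 3 and 8. Without 3B77 day 8 and C344, 3BKO and 3AKO against WT at day 8 had 8 and 30. Leaving out 1 clone gave, in the same order, 0 to 14, 0 to 53, 0 to 5, 0 to 3, 0 to 12, 0 to 55, 0 to 133, 0 to 96, 0 to 264, 1 to 556, 108 to 1051 and 0 to 6. Called lists were 45 to 72 that way, and 1 with an estimated correlation. Fewer tests could be run in some of these fits, with 45 calls among 125 tests without WT and 60 among 260 without 3A38. The main fit had 73 among 312. Leaving out a clone, the day 8 difference was −19.4 to 57.9 percentage points for meso-endoderm-like and −39.6 to 18.1 for ectoderm-like cells, and with C343 only −8.26 and 3.32. The main values of 19.3 and −10.7 became 39.8 and −25.0 with the stricter filter and 33.4 and −34.5 without batch correction. With batch and mitochondrial share regressed out they were 17.4 and −8.20. Leaving out a 3BKO clone, the day 6 meso-endoderm-like difference was −43.1 to −37.5. Without thinning, 10 marker comparisons stood apart. The change from day 3 to day 8 was not run within batch 2.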

Other observations

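The 3AKO clones differed from each other at day 6, in values compared only after they were seen and not tested between clones. Clone 3A2 had 593 CPM of Zfp42, 78.5 CPM of Dppa3 and 28.5 CPM of Esrrb, genes of naive pluripotency, against 1.80, 0 and 0.0239 CPM in 3A38, and 95.5, 0 and 10.1 CPM in 3B126. Its mean log2(CPM + 5) over the naive pluripotency list was 5.70, against 2.77 in 3A38 and 3.65 in WT, and 60 of its 80 cells lay in cluster 2 of the epiblast-like class, which joins naive pluripotency and epiblast markers, and whose leading genes hold Dppa3 and Zfp42. The Hox genes went the other way, at 2.55 in 3A2 and 3.01 in 3A38, against 2.58 in WT.

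Across 5434 genes, which are not independent replicates, plate C343 correlated most with the library labelled 3B77 day 8 (r = 0.736), while that library correlated most with WT at day 6 (0.739), as did 3B126 at day 8 (0.870), so the highest value did not follow the clone labels. Plate C344 correlated most with 3B77 at day 6 (0.892), 3A38 at day 6 (0.879) and 3B126 at day 8 (0.868). Both plates correlated with each other by 0.576. Of the NPM cells, 4 of 3B126 at day 8 held 3 ectoderm-like and 1 epiblast-like cell, and 4 of WT at day 8 were all meso-endoderm-like, with 1 Y-positive.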
